A study of Homo sapiens with 3 samples. Its data were reported in "Cancer Cells Enter an Adaptive Persistence to Survive Radiotherapy and Repopulate Tumor" (2023).

How the data were processed

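Cells of the colorectal cancer line HCT116 were profiled in 2 droplet libraries made with the 3' kit of 10x Genomics. Mix1 pooled irradiated cells (8 Gy) isolated on day 5 or 8 and harvested on day 10 or 11, and its parts cannot be resolved. Mix2 pooled irradiated (IR), non-irradiated (NC) and repopulated (R) cells, loaded at 10000, 1000 and 1000 cells and marked with the antibody hashtags tag8, tag6 and tag7. Per the file headers, the authors made the deposited UMI counts with Cell Ranger, version 3.1.0 for Mix1 and 3.0.1 for Mix2, and deposited them as whole counts per gene and barcode without normalization. Reads were aligned to GRCh38, and each matrix held 33538 genes, with 3 hashtags in Mix2. Another deposited matrix held the unfiltered counts of Mix2 over 6794880 barcodes. It had no differing entry over the 13888 cell barcodes, so it was used as a source of droplets without cells and not as a sample.

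Cells with at least 200 detected genes and under 10% mitochondrial UMIs were kept, the limits the study states. Populations were called with HTODemux (Seurat 5.3.0, quantile 0.99), and droplets with 0 or several tags were left out. The way tags were normalized (per cell, clara, 4 clusters) was chosen from 6 settings after the tag counts and class sizes had been seen, but before expression by population was computed. The other 5 settings, of which normalization per tag is the default of the tool, were run as alternatives. The tool names a droplet with 1 positive tag after its most abundant tag, so IR as called holds 1823 cells above the tag8 limit and 169 that are positive for tag6 or tag7 instead. These were seen late and kept in the main values, and leaving them out was added as an alternative. A group of weakly tagged irradiated cells, those without a called tag in which tag8 made up at least 80% of the tag counts, was defined after the data were examined and enters no main comparison.

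UMIs were summed per population and scaled to a common total (counts per 1e6 UMIs, CPM). Populations were compared by the log2 ratio of CPM. NC, IR and R share a library, while Mix1 is another, so preparation and library cannot be told apart there. With 1 sample per population no test was made, since cells are not replicates, and no count of differing genes is given a probability. Exact Poisson, conditional binomial and Clopper-Pearson intervals at 95% cover counting error only. Totals were 7312137 UMIs for NC, 24921428 for IR, 5875069 for R and 150680612 for Mix1. The method was tested on counts simulated at the depths of IR against NC and of R against NC only, with 50 genes at each of 4 folds. All 50 came out in the right direction for each fold, and at 1.5-fold, up or down, the interval excluded equality for 46 to 48 of 50.

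Before the data were examined 33 gene lists were fixed. They cover p53 targets, interferon-stimulated genes, MHC class I, S phase, G2 and M phases, homologous recombination, end joining, ESCRT, the ATF4 response, MYC targets, senescence (induced, secreted and chromatin genes), chemotherapy stress, epithelial high relapse, epithelial identity and differentiation, crypt base and named stem markers, regenerative and YAP targets, ribosomal, mitochondrial and lysosomal genes, glycolysis and hypoxia, cholesterol synthesis, metallothioneins, immediate early and heat shock genes, the maintenance and budding panels of the study, and markers of fibroblasts, immune, endothelial and erythroid cells. A member was measured at 10 CPM in either population and called higher or lower at a ratio of 1.5 with an interval excluding equality. List medians were set against 10000 random lists matched on expression, as a description only. Named genes were the 10 highest and 10 lowest ratios among genes with 50 CPM in either population, 25 fixed genes, and up to 4 members of each list with the largest ratio in the direction of the list. The values of some genes that this rule names are not reported here.

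Clusters were made with scanpy 1.11.5 (2000 variable genes, 20 principal components, 20 neighbours, Leiden resolution 0.8), leaving out the genes of the lists reported per cluster. Cell cycle phases were called with cyclone (scran 1.30.0) on cells thinned to 5000 UMIs, with at most 2000 cells drawn from Mix1 and from the weakly tagged cells. Alternatives changed the cell filter, hashtag rule, scaling (TMM of edgeR 4.0.16, CPM without mitochondrial and ribosomal genes, equal weight per cell), depth, gene filter, background, clustering and phase method. Scrublet called 0 cells and so gave no separate values. Background subtraction was possible for Mix2 only, since Mix1 came without empty droplets. Gene positions are from GENCODE 44.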

Results

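The deposited matrices described irradiated cells (8 Gy) of the colorectal cancer line HCT116, cells that were never irradiated and cells that had regrown after irradiation. The study names the giant cells that outlive irradiation radiation-tolerant persister (RTP) cells. Mix1, a library of irradiated cells only, held 17019 barcodes with 159242469 gene UMIs. Mix2, in which irradiated (IR), non-irradiated (NC) and repopulated (R) cells were pooled under antibody hashtags, held 13888 barcodes with 107393576 gene UMIs. A limit of 200 detected genes and 10% mitochondrial UMIs left 15630 cells of Mix1 (91.8%) and 11652 of Mix2 (83.9%), and each barcode that was removed exceeded the mitochondrial limit. Median UMIs per cell were 8995.5 in Mix1 and 7492 in Mix2. Cells with fewer than 5000 UMIs made up 31.8% of Mix1 and 21.1% of Mix2. Each population came from a single sample, so no difference below has a replicate check and none was tested. Intervals in brackets are exact 95% intervals that cover counting error only. The exceptions are the weights of the NC and R profiles in droplets with several tags, whose intervals come from 1000 resamples of genes. Intervals of list medians reflect the spread over the genes of a list.

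The hashtags placed 918 cells in NC, 740 in R and 1992 in IR. A further 312 droplets carried both tag6 (NC) and tag8 (IR), 246 carried tag7 (R) and tag8, and 28 carried tag6 and tag7. No tag was called in 7416 cells, 63.6% of those kept, and in 7375 of them tag8 nevertheless made up at least 80% of the tag counts. These weakly tagged cells had a median of 1182 tag8 counts, against 6001 in the IR cells, and NC and R cells carried medians of 1637.5 and 1347 counts of their own tags. Their medians of 11 tag6 and 4 tag7 counts were close to the 12 and 4 counts of droplets without cells. IR as called was therefore mainly the strongly tagged part of the irradiated cells, with 1823 of its cells above the tag8 limit. The other 169 (8.48%) were below it and above the limit of tag6 (77) or tag7 (92), and were placed in IR because tag8 was their most abundant tag. CDKN1A stood at 265 CPM in these and at 942 CPM in the 1823, so IR as called includes cells or mixed droplets that lie closer to NC. Where it matters, values are also given for all cells in which 1 tag made up at least 80% of the tag counts, which put 9601 cells in IR, 816 in NC and 633 in R. The 9601 include 199 droplets called with tag6 and tag8 and 194 with tag7 and tag8, which the main values leave out. Droplets without cells had a median of 120 tag8 counts, so background tag alone can pass the 80% limit. The 93 cells in the tag8 bin that holds this count had a median of 551 gene UMIs. Some of the 7375 and of the 9601 cells may therefore carry background tag only. Median UMIs per cell were 12142.5 in IR, 7349 in NC and 7176 in R, but 7425 in IR and 7151.5 in NC under the 80% assignment.

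**Figure D1:**
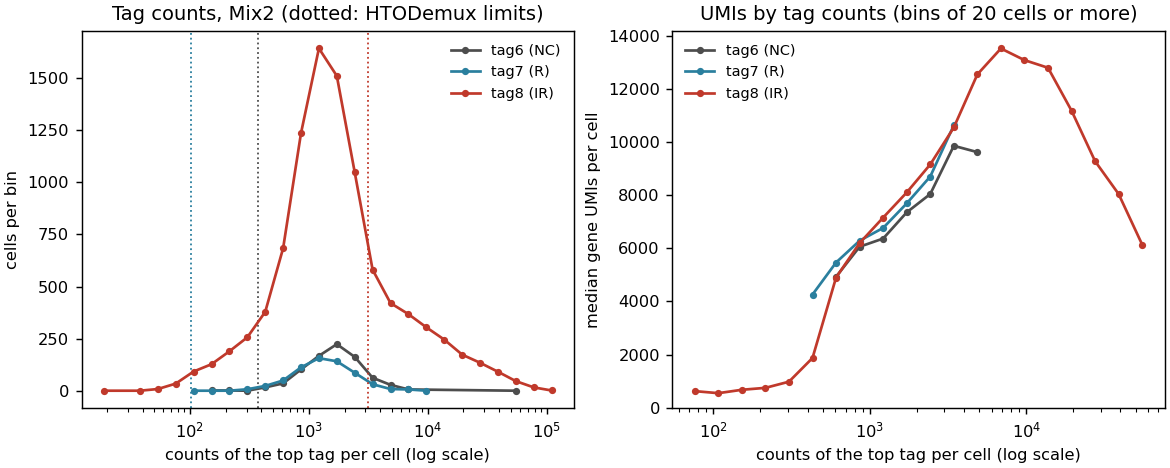
Counts of the most abundant hashtag in the cells of Mix2 (left; x axis, tag counts on a log scale; y axis, cells per bin) and the median gene UMIs per cell in the same bins (right; bins with at least 20 cells). Lines stand for cells in which tag6 (NC), tag7 (R) or tag8 (IR) made up at least 80% of the tag counts, and dotted lines mark the count limits of 373, 103 and 3159. The limit of tag8 lies above the peak of its curve, and the median UMIs of tag8 cells reach 13518 and are lower again, 6137, in the last bin shown.

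The comparison of IR with NC asks how irradiated cells differ from the cells they came from. The paper states that cells from before, during and after budding were prepared. IR may therefore hold budded progeny beside persister cells, and their shares were not measured. Genes of the p53 response and of interferon signaling were higher in IR, whereas genes of DNA replication, mitosis and homologous recombination were lower. CDKN1A, the p53 target that blocks cyclin-dependent kinases (ENSG00000124762, GRCh38 chromosome 6, 36676460 to 36687337), stood at 883 CPM in IR and 184 CPM in NC, 4.79 times higher (4.54 to 5.07). IFI6, an interferon-stimulated gene (ENSG00000126709, chromosome 1, 27666064 to 27672212), stood at 120 against 27.1 CPM, 4.42 times higher (3.82 to 5.13). MKI67, a marker of cycling cells (ENSG00000148773, chromosome 10, 128096659 to 128126423), stood at 144 against 328 CPM, a ratio of 0.439 (0.417 to 0.463). With all irradiated cells assigned by the 80% rule, the ratios were 2.77 for CDKN1A, 4.76 for IFI6 and 0.688 for MKI67.

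Of 28 measured p53 targets, 22 were at least 1.5 times higher in IR and none was lower by that much. Their median log2 ratio was 0.91, above each of 10000 random lists of matched expression. After TP53INP1 (5.85 times) and TP53I3 (5.56 times), the widest gaps were in CDKN1A and PLK2 (3.95 times), and GDF15, a stress-induced cytokine, was 3.11 times higher (2.98 to 3.25). Under the 80% rule TP53I3 was 3.42 times higher (2.92 to 4.03) and CDKN1A 2.77 times. MDM2, which targets p53 for degradation, was 1.86 times higher (1.63 to 2.14). Of 22 measured interferon-stimulated genes, 15 were higher and none lower, with a median log2 ratio of 1.13. ISG20, OASL, BST2 and IFI27 were 7.79, 7.30, 6.15 and 5.84 times higher, each from a level below 5 CPM in NC. OAS3 gave a ratio of 0.854 (0.686 to 1.07) that did not exclude equality. Genes of antigen presentation by MHC class I went the same way as interferon targets, 5 of 9 being higher, among them HLA-B (2.09 times), TAP1 (1.92 times) and PSMB9 (1.62 times). Under the 80% rule 15 of 27 p53 targets and 10 of 19 interferon-stimulated genes were higher, with median log2 ratios of 0.62 and 0.62. Of the 9 MHC class I genes only HLA-B was then higher, and their median was 0.36.

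Of 54 genes of the G2 and M phases, 51 were lower in IR by at least 1.5-fold, and of 42 S phase genes, 41 were. The median log2 ratios were -1.09 and -1.03, below each random list. HMMR (0.366), CKAP2L (0.373), HMGB2 (0.378) and KIF20B (0.385) had the lowest ratios of the G2 and M list, and MCM4 (0.397), a subunit of the replicative helicase, of the S phase list. LMNB1, the nuclear lamin whose loss accompanies senescence, was at 0.363 (0.318 to 0.414). Homologous recombination genes were lower in 13 of 17 cases, with a median of -0.99. BRCA2 was at 0.343 (0.285 to 0.415), BRCA1 at 0.393 (0.348 to 0.444) and PALB2 at 0.633 (0.485 to 0.831). The 8 measured end-joining genes had a median of -0.54. Under the 80% rule the lists were lower by less. G2 and M genes had a median of -0.50 with 17 of 54 past the 1.5-fold limit, S phase genes -0.46 with 8 of 42, and homologous recombination genes -0.45 with 5 of 16.

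The serine synthesis enzyme PHGDH had the lowest ratio of all genes above 50 CPM, 0.331 (0.295 to 0.372), and asparagine synthetase (ASNS) stood at 0.363 (0.334 to 0.395). Both belong to the amino acid response driven by ATF4, of which 9 of 15 measured genes were lower and the median was -0.80. SLC7A11, the cystine transporter, was at 0.366. DDIT4 and SESN2, stress genes that p53 can also induce, were instead 1.68 and 1.58 times higher, and were picked out after their values were seen. At the other end, KRTAP3-1 and KRTAP2-3, members of a hair keratin-associated family, were 10.7 times (8.30 to 14.1) and 6.64 times higher. The kallikrein proteases KLK5 and KLK10 were 7.39 and 6.50 times higher, the secreted iron carrier LCN2 6.81 times, the ion pump regulator FXYD3 6.52 times and the carboxypeptidase CPA4 6.38 times. These ratios were 4.88, 3.70, 3.53, 3.87, 4.89, 3.38 and 3.57 under the 80% rule, in the order in which the genes are named.

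The study drew a maintenance panel and a budding panel from picked cells sequenced by another method, not from these libraries. Only part of each panel could be read from the study, 5 maintenance and 27 budding genes, so the counts and medians below describe these parts. CST3 encodes the protease inhibitor cystatin C (ENSG00000101439, chromosome 20, 23626706 to 23638473). This maintenance gene stood at 689 CPM in IR and 244 CPM in NC, 2.82 times higher (2.68 to 2.96), and 1.90 times higher (1.80 to 2.00) under the 80% rule. SELENOM and KRT19 were 2.93 and 1.72 times higher and RPS12 1.31 times, so 3 of the 4 measured maintenance genes passed the 1.5-fold limit. KRT19 no longer passed it under the 80% rule, at 1.36 times. SNCG encodes gamma-synuclein (ENSG00000173267, chromosome 10, 86958599 to 86963258). This budding gene stood at 158 CPM in IR and 79.7 CPM in NC, 1.99 times higher (1.82 to 2.17), and 1.52 times higher (1.38 to 1.66) under the 80% rule. Of 26 measured budding genes, 11 were higher and none lower, with a median of 0.48. ASS1, NINJ1, C9orf16, IGFBP6 and ISYNA1 were 3.43, 2.28, 2.02, 1.96 and 1.92 times higher, while CDC37 was level at 0.980 (0.926 to 1.04). Only 6 of 25 passed under the 80% rule, with a median of 0.23.

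The machinery that pinches off membranes, known as ESCRT, had a median of -0.01 over 30 measured genes. CHMP2A and VPS28, which the study named, were 1.24 times (1.17 to 1.32) and 1.37 times (1.29 to 1.47) higher. The study set budding against pre-budding cells, a contrast that IR against NC does not make. Of a published list of genes induced in senescence, 17 of 42 were higher, with ALDH1A3 at 2.63 times and GSN at 2.72 times, and the median was 0.41. Secreted senescence factors had a median of 0.37 over 12 genes, with PLAU 1.88 times higher. Nuclear proteins that decline in senescence, such as HMGB1 at 0.499 and H2AFX at 0.530, belonged to a list whose median was -0.50 over 11 genes. In it 5 genes were lower, with LMNB1, HMGB2 and H2AFZ, and 3 histone genes were higher, H2AFJ, HIST1H2AC and HIST1H2BD, named here after their values were seen. A published chemotherapy-stress list was higher in 19 of 38 genes, with a median of 0.58. A published epithelial high-relapse list was higher in 20 of 31, with a median of 0.66 and CEACAM1, TSPAN1, GPRC5A and SERINC2 at 9.26, 3.44, 2.54 and 2.31 times. Epithelial identity genes had a median of 0.66, with ELF3 2.54 times, KRT18 1.75 times and CDH1 1.58 times the NC level. Of the stem cell markers the study tested, MYC and CD44 were 1.39 times and 1.41 times higher, and PROM1, which encodes CD133, gave 1.10 (0.767 to 1.62). The MYC target list was lower in 50 of 197 genes, with a median of -0.36. These lists stood closer to NC under the 80% rule. Induced senescence genes were higher in 8 of 41, chemotherapy-stress genes in 8 of 34 and high-relapse genes in 6 of 30, with medians of 0.28, 0.36 and 0.33. Epithelial identity genes had a median of 0.27, secreted senescence factors 0.09, nuclear senescence proteins -0.32 and MYC targets -0.17. Of the MYC targets only 3 of 197 were then lower. Medians were 0.31 for lysosomal genes, 0.39 for regenerative and YAP target genes, 0.48 for markers of crypt base stem cells (0.13, 0.26 and 0.16 in this order under the 80% rule), 0.17 for ribosomal proteins and 0.07 for glycolysis and hypoxia genes, in which the glucose transporter SLC2A1 was 3.14 times higher. Medians were -0.05 for mitochondrially encoded genes, -0.06 for cholesterol synthesis, -0.20 for metallothioneins and -0.14 for immediate early and heat shock genes, in which FOS was at 0.382. Under the 80% rule these medians were 0.05, 0.05, 0.05 and -0.05 in this order. Of the markers of epithelial differentiation only CEACAM1 and CA2 were measured, and CA2 was 1.27 times higher. None of the marker genes of fibroblasts, immune, endothelial or erythroid cells reached 10 CPM in either population.

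**Figure D2:**
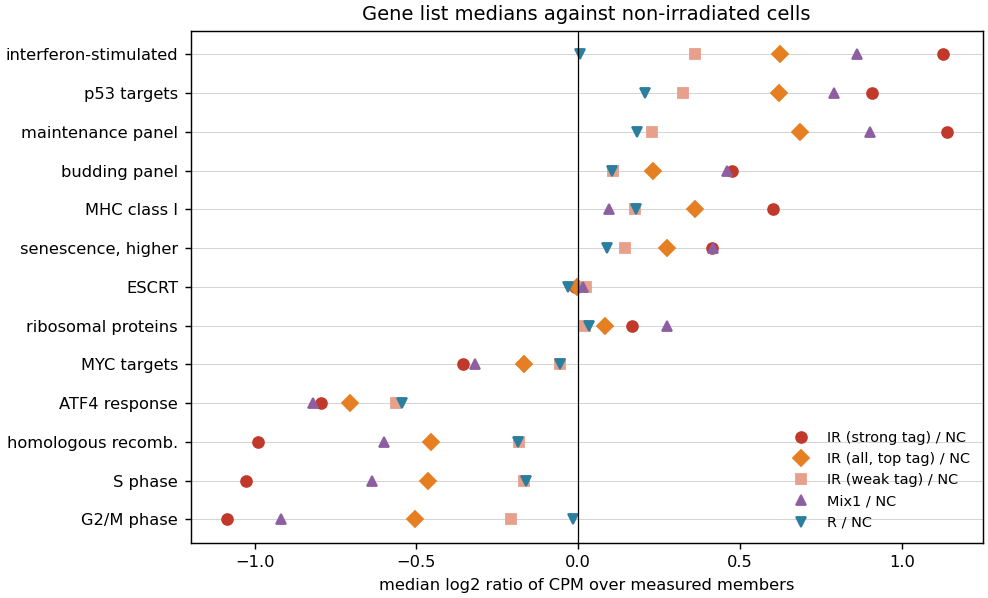
Median log2 ratio of CPM against NC (x axis) over the measured members of 13 gene lists (y axis) for IR as called by hashtag (strong tag), all irradiated cells under the 80% rule, the weakly tagged irradiated cells, Mix1 and R. The p53 list lies at 0.91, 0.62, 0.32, 0.79 and 0.20 and the G2 and M list at -1.09, -0.50, -0.21, -0.92 and -0.02, in that order.

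The comparison of R with NC asks how far the cells that regrew had returned to the starting state. Mitotic genes were level, S phase genes slightly lower and p53 targets slightly higher, while metallothioneins and the ATF4 amino acid response were lower in R. The 54 G2 and M genes had a median log2 ratio of -0.02, and MKI67 gave 0.992 (0.933 to 1.05). The 42 S phase genes had a median of -0.16, below each random list, although none passed the 1.5-fold limit. The 15 measured interferon-stimulated genes had a median of 0.00, but 4 of them were higher in R, BST2, SAMD9, IFI35 and UBE2L6 by 2.26, 2.13, 1.77 and 1.74 times, while IFI6 gave 1.15 (0.936 to 1.41). CST3 was at 255 CPM in R, 1.04 times the NC level with an interval that included equality, and SNCG at 98.4 CPM, 1.23 times (1.10 to 1.39). CDKN1A was 1.36 times (1.26 to 1.47) and GDF15 1.05 times (0.987 to 1.11) the NC level.

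The metal-binding MT1E, MT1X and MT2A stood at 0.476 (0.462 to 0.491), 0.535 (0.493 to 0.580) and 0.545 (0.535 to 0.555) of NC. Of 14 genes of the ATF4 response, 6 were lower, with a median of -0.54. SLC7A11, TRIB3 and ASNS were at 0.401, 0.484 and 0.521 (0.463 to 0.585), and PSAT1, a serine synthesis enzyme, at 0.591. UPP1, the uridine phosphorylase, and the transcription factor NR2F1 were at 0.503 and 0.511. Among genes with at least 50 CPM, the largest ratios belonged to ID3 (1.93, 1.76 to 2.13), RNF43 (1.91, 1.59 to 2.31), ELF3 (1.74), ID1 (1.72, 1.63 to 1.82) and IDI1 (1.66). ID1 and ID3 are inhibitors of differentiation, RNF43 limits Wnt receptors and IDI1 is an enzyme of cholesterol synthesis. Genes of cholesterol synthesis had a median of 0.28 over 19 members, with INSIG1 1.92 times, TM7SF2 1.63 times and HMGCS1 1.52 times higher. Among repair genes, BRCA2 and PALB2 were at 0.678 (0.536 to 0.855) and 0.630 (0.424 to 0.924) and BRCA1 at 0.856 (0.741 to 0.988), and the homologous recombination list had a median of -0.19. The p53 list had a median of 0.20, above each random list, with no member past the 1.5-fold limit in either direction. Across genes, log2 CPM values of R and NC correlated with r = 0.991, and those of IR and NC with r = 0.958. With all irradiated cells under the 80% rule the value for IR and NC was 0.985, against 0.9898 for R and NC. The contrast therefore holds mainly for strongly tagged cells. Weakly tagged irradiated cells and NC correlated with r = 0.994, above the 0.991 of R and NC. The correlation alone therefore does not show how far R had returned to the starting state. These correlations run over genes, which are not independent replicates.

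Set against R, IR cells were again higher in p53 and interferon genes and lower in cell cycle genes, while the ATF4 response, lower in both IR and R than in NC, had a median of -0.18. KRTAP3-1 was 15.7 times (11.1 to 22.8), CPA4 6.05 times, KLK5 5.75 times, CDKN1A 3.53 times (3.34 to 3.72) and IFI6 3.84 times (3.31 to 4.48) higher in IR. CPA4, CDKN1A and IFI6 stood at 148, 883 and 120 CPM in IR as called. Under the 80% rule they stood at 83.9, 503 and 100.2 CPM in IR. CST3 was 2.70 times (2.56 to 2.85) and SNCG 1.61 times (1.48 to 1.76) higher in IR as called. Maintenance genes were higher in 2 of 4 and budding genes in 10 of 26, with medians of 0.72 and 0.45. Under the 80% rule the counts were 1 of 4 and 3 of 25, with medians of 0.24 and 0.17. The transcription factors FOS and FOSB, which respond within minutes to stimuli, were at 0.311 and 0.345, the mitotic regulators BUB1 and CCNB1 at 0.372 and 0.377, and RNF43 at 0.396. Of the G2 and M genes 50 of 54 and of the S phase genes 37 of 41 were lower in IR, with medians of -1.04 and -0.87. Interferon-stimulated genes were higher in 14 of 22 and p53 targets in 18 of 28, with medians of 0.86 and 0.80. The 80% rule gave counts of 13 of 54 for G2 and M genes, 0 of 41 for S phase genes, 10 of 19 for interferon-stimulated genes and 11 of 27 for p53 targets, with medians of -0.44, -0.28, 0.61 and 0.40. BRCA1 and BRCA2 stood at 0.459 (0.401 to 0.526) and 0.506 (0.404 to 0.637) of the R level, while the interval for PALB2 ran from 0.715 to 1.44. Homologous recombination genes were lower in 10 of 13, with a median of -0.97, but in 0 of 13 with a median of -0.38 when all irradiated cells were taken.

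**Figure D3:**
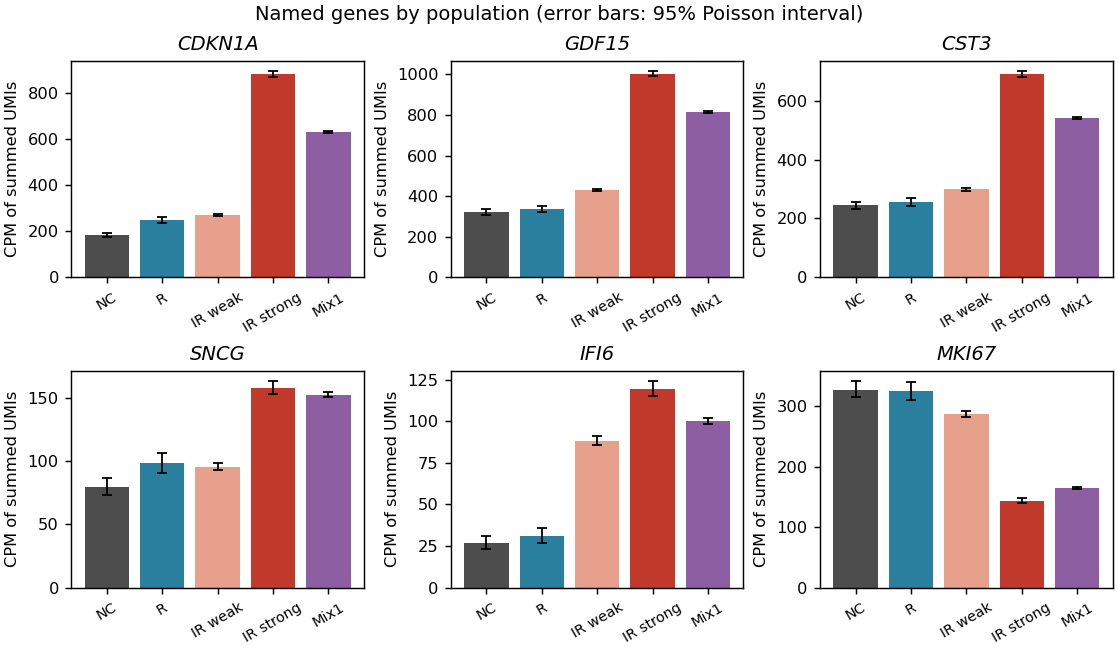
CPM of summed UMIs (y axis, from 0) for 6 genes in NC, R, weakly tagged IR, IR as called (mainly strongly tagged) and Mix1 cells (x axis), with exact 95% Poisson intervals that cover counting error only. CDKN1A reads 184, 251, 273, 883 and 630 CPM, IFI6 reads 27.1, 31.1, 88.3, 120 and 100 CPM and MKI67 reads 328, 325, 287, 144 and 164 CPM in that order.

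Mix1 held irradiated cells without tags, in a library of its own, so preparation and library cannot be told apart in its comparison with IR. Mix1 and IR were set against the same NC sample. They stood on the same side of it for p53 targets, interferon-stimulated, G2 and M and S phase genes. They stood on opposite sides for lysosomal genes (0.31 in IR and -0.17 in Mix1), glycolysis and hypoxia genes (0.07 and -0.11) and ESCRT genes (-0.01 and 0.01). Against NC, Mix1 had median log2 ratios of 0.79 for p53 targets, 0.86 for interferon-stimulated genes, -0.92 for G2 and M genes and -0.64 for S phase genes. CST3 and SNCG stood at 542 and 153 CPM in Mix1, 0.787 and 0.966 of the IR level, and CDKN1A and IFI6 at 0.714 and 0.838. Under the 80% rule CST3, SNCG and CDKN1A stood at 456, 120.2 and 503 CPM in IR, below Mix1, and IFI6 at 100.2 CPM, level with it. Relative to IR, 12 of 40 S phase genes were higher in Mix1 with a median of 0.45, among them MCM4 (1.95 times) and HELLS (1.69 times), and BRCA2 and BRCA1 were 1.59 and 1.36 times higher. The direction of these differences depends on IR being its strongly tagged part. Against all irradiated cells of Mix2 under the 80% rule, Mix1 had medians of -0.14 for S phase genes, -0.41 for G2 and M genes and 0.20 for p53 targets. HLA-B was lower in Mix1, at 0.495, and the 13 mitochondrially encoded genes had a median of -0.60. The median share of mitochondrial UMIs was 3.41% in Mix1 and 6.11% in IR. The widest single gaps were in PLCG2 (7.59 times), CSKMT (3.99 times) and HBG2 (3.58 times) on the high side and in COX16 (0.211), CD82 (0.241), CRIP1 (0.268), CDK2AP1 (0.303), KLK8 (0.334) and KLK5 (0.335) on the low side. With the 80% rule for IR, HBG2 was at 2.52 times, KLK8 at 0.544 and KLK5 at 0.650. HBG2, COX16, CRIP1, KLK8 and RPL17 (0.378) overlap other annotated genes on their own strand, and their counts are uncertain for that reason. The same holds for CST3, IFI6, BRCA1, MDM2 and PROM1, each of which overlaps at least 1 such gene.

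Clusters were formed without the genes of the lists reported per cluster, separately in Mix2 and Mix1, and each library gave 8. In Mix2 the cluster of irradiated cells with the highest median UMIs, 13856.5 per cell, held 398 cells of which 94.2% were IR. CST3 stood at 592 CPM and SNCG at 134 CPM in it, 1.12 and 0.996 times the level of the other cells. Both genes were higher in a cluster of 627 cells with a median of 11577 UMIs, at 1046 and 240 CPM. In Mix1 the corresponding cluster held 3323 cells with a median of 14793 UMIs, and CST3 and SNCG stood at 781 and 218 CPM, 1.87 and 1.82 times the level of the other Mix1 cells. The highest CST3 values of Mix1, 951 and 939 CPM, lay in clusters with medians of only 2561 and 2104 UMIs.

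The IR cells of the described Mix2 cluster differed from NC much as IR as a group did, with a median of -0.91 over G2 and M genes, of which 43 of 54 were lower, 0.93 over p53 targets, and 14 of 22 interferon-stimulated genes higher. Against the other IR cells they had medians of 0.21 for G2 and M genes and -0.11 for p53 targets. The described Mix1 cluster stood further from the other Mix1 cells, with 50 of 52 G2 and M genes and 41 of 41 S phase genes lower and medians of -2.03 and -1.76. The groups compared are unlike. Mix2 was clustered on cells with 1 called tag, without the weakly tagged cells, while Mix1 took in all its kept cells. MKI67 was at 0.189 of the other cells there, BRCA1 at 0.289 and CDKN1A at 2.87 times. With finer clusters (resolution 1.2) CST3 and SNCG stood at 0.411 and 0.631 of the other cells in the Mix2 cluster that the same rule picked. That cluster held 234 cells of which only 63.7% were IR.

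**Figure D4:**
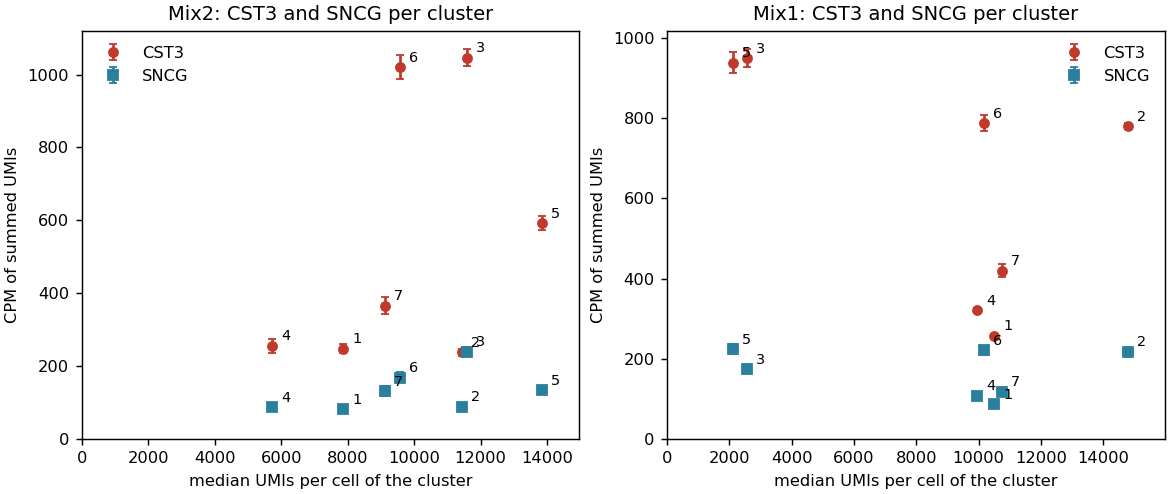
CPM of CST3 and SNCG (y axis) against the median UMIs per cell (x axis) for each numbered cluster of at least 50 cells in Mix2 (left) and Mix1 (right). In Mix2 the cluster at 13856.5 UMIs lies below the one at 11577 UMIs for both genes, and in Mix1 the highest CST3 points lie at 2561 and 2104 UMIs.

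Phase calls by cyclone on cells thinned to 5000 UMIs placed 77.4% of IR cells (75.4 to 79.2) and 63.9% of NC cells (60.5 to 67.3) in G1, with 68.8% (65.1 to 72.4) for R and 71.8% (69.7 to 73.7) for Mix1. Shares in G2 or M were 8.10% of IR, 20.2% of R and 10.9% of Mix1, and 168 of 801 cells of NC. Scores of the S and the G2 and M lists gave other shares, 55.9% of IR, 38.4% of Mix1, 3.62% of NC and 8.74% of R in G1, so the level of a share depends on the method. Weakly tagged irradiated cells had 69.4% and 11.4% in G1 by the 2 methods, closer to NC than the strongly tagged IR cells were. Whether free RNA enters these calls stayed open, and they are not taken as a measure of cycling by themselves.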

Values the study reported

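The paper gives 1563 cells for Mix1 and 4596 for Mix2 after its filters, with 421 unirradiated, 2976 irradiated and 1099 repopulated cells by hashtag. The first gene panel has 6 genes and the second 48. It describes 13 clusters in Mix1 and 9 in Mix2.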

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

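The tests of doublets, of random pairing and of a shared droplet were chosen only after the results they address were seen, and the genes CDKN1A and IFI6 were picked for this part in the same way. The values below come from droplets outside the main comparisons. IFI6 stood at 88.3 CPM in weakly tagged irradiated cells, 3.26 times the NC level (2.83 to 3.78). In the 312 droplets with both tag6 and tag8, CDKN1A stood at 715 CPM and IFI6 at 95.1 CPM, 3.88 times (3.63 to 4.14) and 3.51 times (2.95 to 4.19) the NC level. In the 246 droplets with tag7 and tag8 they stood at 699 and 114 CPM, 3.796 times (3.54 to 4.07) and 4.21 times (3.52 to 5.04) the NC level.

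IR as called, mainly strongly tagged cells, differed from weakly tagged irradiated cells, with CDKN1A 3.24 times (3.17 to 3.31), CST3 2.30 times and MKI67 0.502 times the level. Pairs of weakly tagged cells would have the mean profile of their members, but the p53 list had a median log2 ratio of 0.72 between the groups. That list holds CDKN1A, so its median restates the difference and is no separate test. Free RNA was examined with CDKN1A. It stood in weakly tagged cells at 0.309 of the level of IR as called before background subtraction and at 0.275 after it. Droplets without cells had a median of 401 UMIs, against 6745 in weakly tagged cells. Subtracting a background of that size could move the ratio only little, so the test does not decide on free RNA. Tag counts as such are argued against in NC, where the 230 cells with the most tag6 had a p53 median of 0.0133 against the other 688 and CDKN1A at 1.07 times their level. In R, however, the 185 most tagged cells had CDKN1A 1.94 times higher (1.75 to 2.15) and a p53 median of 0.22, so part of the difference may go with tag counts in cells that were once irradiated. No biological explanation was tested. Cell size, which could raise both tag and UMI counts, stays open, and so does a differing share of budded progeny.

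Among droplets positive for tag6 or tag7, those with strong tag8 outnumbered those with weak tag8 by 548 to 349, while among droplets with at least 80% tag8 and no other tag the numbers were 1823 and 6312. Random pairing of cells would give like ratios, but they differed by a factor of 5.44. CDKN1A in droplets with tag6 and tag8 stood at 3.88 times the NC level, so their RNA was not that of NC cells alone. The same value is among the observations given above, so it is not a separate test of loose tag or membrane without RNA. Whether an NC cell shares the droplet cannot be told apart from a tag transferred to an irradiated cell, since the weight of the NC profile was 0.177 (0.126 to 0.214), below the 0.388 that the UMIs of a whole NC cell would give. In droplets with tag7 and tag8 the weight of the R profile was 0.224 (0.196 to 0.252), against 0.389 for a whole R cell, and this interval reaches the 0.25 set for a shared droplet with tag6, so sharing stays open there too. Median UMIs were 11922.5 in droplets with tag6 and tag8 and 11609.5 in 267 matched cells with tag8 alone. With tag7 and tag8 they were 11141, against 11275 in 206 matched cells. Neither shows a rise of the size of a whole cell (medians of 7349 UMIs in NC and 7176 in R). No interval was computed for these medians. Of NC cells, 94 of 918 (10.2%, 8.35 to 12.4) also carried at least 500 tag8 counts, as did 72 of 740 R cells (9.73%, 7.69 to 12.1), so unseen mixed droplets may remain in both. The 169 IR cells below the tag8 limit that are positive for tag6 or tag7 may be mixed droplets as well, with a median of 12307 UMIs and CDKN1A at 265 CPM.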

How the results depend on the processing

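The 5 other HTODemux settings, the removal of IR cells below the tag8 limit and unthinned phase calls were added after the data had been examined, and the other alternatives were fixed before. The direction of IR against NC held under each setting run for the p53, interferon, budding and G2 and M lists, CST3 and SNCG, while their size depended on how tag8 was called. Under the 80% rule the medians were -0.50 for G2 and M genes, 0.62 for p53 targets and 0.23 for the budding panel, the log2 ratios 0.92 for CST3 and 0.60 for SNCG, and the ratio of median UMIs 1.04. MULTIseqDemux gave -0.46, 0.54 and 0.27 for these lists, 0.44 for interferon-stimulated genes, 0.82 for CST3, 0.51 for SNCG and 0.993 for the UMI ratio. Both rules take in weakly tagged cells, so the higher UMIs of IR belong to its strongly tagged part. Without the 169 IR cells below the tag8 limit the G2 and M median was -1.20 and CST3 1.57. With tags normalized per tag the G2 and M median was -1.35 (kmeans -1.37) and the UMI ratio 1.83 (kmeans 1.82). With 3 clusters the G2 and M median was -1.25 (kmeans -1.32) and CST3 1.58 (kmeans 1.64). The G2 and M median was -1.24 with at least 1000 genes and 20% mitochondrial UMIs allowed, and -1.28 with at least 2000 genes, where CST3 was 1.60. These filters also moved the tag8 limit, from 3159 to 3784 and 4476 counts, so the values do not show the filter alone. CST3 was 1.59 with equal weight per cell, 1.59 in thinned cells and 1.69 with the background subtracted. For R against NC the G2 and M median moved to 0.0373 with at least 2000 genes, 0.0559 with tags normalized per tag and 0.0523 with kmeans, all near 0.

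Mix1 against IR changed sign in the values below where IR included weakly tagged cells, but intervals included 0 under both rules for homologous recombination, interferon-stimulated genes, chemotherapy stress and secreted senescence factors, and under the 80% rule for induced senescence genes. Under the 80% rule and MULTIseqDemux respectively, medians were -0.41 and -0.42 for G2 and M genes, -0.14 and -0.14 for S phase, -0.15 and -0.16 for homologous recombination, -0.12 and -0.12 for MYC targets, 0.20 and 0.20 for p53 targets, 0.00552 and 0.00643 for interferon-stimulated genes, 0.0295 and 0.0188 for chemotherapy stress, 0.11 and 0.12 for induced senescence genes, and 0.00308 and 0.00168 for secreted senescence factors. BRCA2 was at -0.22 and -0.23. CST3, SNCG, CDKN1A, GDF15 and BRCA1 changed sign as well under both rules.

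For the Mix2 cluster with the highest UMIs, the log2 ratio of CST3 to other cells was -0.22 at resolution 0.4, -1.28 at 1.2, -0.0100 with 30 components and 0.35 on all variable genes. SNCG was at -0.67 at 1.2 and 0.14 on all variable genes. The rule picked clusters of different make-up. IR cells made up 94.2% in the main setting and 95.7% on all variable genes, where CST3 was above the other cells. They made up 80.1% at 0.4, 63.7% at 1.2 and 81.0% with 30 components, where CST3 was not. No direction of either gene holds across these settings, and the cause was not tested. In Mix1 both stayed above 0, with CST3 at 0.87, 1.03, 0.88 and 0.38 in the same order, and SNCG at 0.81 and 0.76 at the 2 resolutions and 0.69 on all variable genes. Shares in G1 from list scores were 3.62% of NC, 55.9% of IR, 8.74% of R and 38.4% of Mix1, and from unthinned cells 69.3%, 85.5%, 75.7% and 78.7%. Of 4341 other values, 4159 had the sign of the main value and 182 did not, 20 of these being the list and BRCA2 values of Mix1 above. Part of this match is built in. Leaving out the gene filter keeps the ratio of each gene, and removing IR cells below the tag8 limit keeps R against NC. TMM and CPM without mitochondrial and ribosomal genes shift all ratios of a comparison alike. The tally is therefore no measure of robustness. No paired analysis was possible because each population was sampled 1 time. Background subtraction was not run for Mix1, which had no empty droplets. Depth limits genes with few UMIs.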

Other observations

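The test of whole chromosomes was planned before its result was seen. In weakly tagged irradiated cells against NC, the interferon and p53 lists had medians of 0.36 and 0.32, below those of strongly tagged cells, with 5 of 16 and 4 of 27 genes past the 1.5-fold limit. The interferon genes past it were IFI6, SAMD9, IFI27, ISG15 and IFI35 and the p53 targets PLK2, TP53INP1, TP53I3 and BTG2, named after their values were seen. The G2 and M list had a median of -0.21 with 0 of 54 past the limit. TP53I3 was 1.89 times, ISG15 2.00 times, ID3 1.85 times and CDKN1A 1.48 times the NC level. The ATF4 response had a median of -0.56 there, close to the -0.54 of R.

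Metallothioneins had a median of 0.88 in IR against R, with MT1X, MT2A and MT1E 1.91, 1.84 and 1.58 times higher, and cholesterol synthesis genes had a median of -0.35, with INSIG1 at 0.382. The 185 R cells with the most tag7 counts had a median of 9687 UMIs against 6578 in the other 555. In NC the 230 cells with the most tag6 counts had a median of 9390.5 against 6814.5 in the other 688.

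It was asked whether a chromosome gained or lost in most R cells could underlie the differences between R and NC. The largest difference of a chromosome median from that of all genes was -0.0453 log2, on chromosome 20, which is far from the shift such a gain or loss would give. A gain or loss in a minority of cells was not tested.

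After the stated filter Mix1 held 15630 cells. That is more than the paper gives. The count printed in the paper has the same digits without the last, but the reason for the gap is not known. After the stated filter Mix2 held 11652 cells. That is more than the paper gives, but the paper counts cells after removal of poorly tagged ones, and the cells called with a single tag here are fewer than that. NC held 918 cells as called by hashtag. That is more than the paper gives, while IR and R as called held fewer cells than the paper gives, and the hashtag rule of the study is not stated. Mix1 gave 8 clusters. That is fewer than the paper describes, under other settings.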
